A study of Mus musculus with 6 samples. Its data were reported in "Exosomal miR‐128‐3p reversed fibrinogen‐mediated inhibition of oligodendrocyte progenitor cell differentiation and remyelination after cerebral ischemia" (2023).

How the data were processed

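RNA was measured in 6 mouse libraries labelled oligodendrocyte progenitor cells (OPCs, the glial cells that mature into myelin-forming oligodendrocytes) of C57BL/6 brain, 3 control and 3 treated with fibrinogen, the plasma protein that thrombin turns into fibrin. The groups were taken from the sample titles. The column names of the deposited table number the libraries as mice and give the amount of fibrinogen as 2.5 mg. Nothing in the labels says that the libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be partly technical.

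The authors prepared stranded mRNA libraries from total RNA. Per the labels' processing notes, the tools were Trimmomatic 0.39, STAR 2.7.6a, featureCounts 1.5.1 and edgeR 3.12.1, with the GRCm38 (mm10) build. The paper's methods name another STAR release and a later mouse build. Gene ends in the table were compared with both builds. Of 25666 gene symbols shared with a GRCm38.p6 RefSeq table, 49.84% had a gene end within 10 bases, against 1.71% of 29971 symbols shared with a GRCm39 annotation, and coordinates are therefore given as in the table, on GRCm38. The strand setting and the treatment of reads that map to several places are not given in the sources used here, so values of paralogs, pseudogenes, overlapping genes and short RNAs inside host genes are uncertain.

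The values were deposited as RPKM, reads normalised to the exon length of the gene and to the reads assigned to genes in the library, in a table of 34250 rows. A stated gene length in the table allowed the whole reads behind each value to be recovered: in all 6 libraries 100% of the values above 0 were whole reads within a tolerance of 0.001 reads. The recovered totals were 38242049, 39053037 and 42744038 reads in control replicates 1 to 3 and 36670999, 44448983 and 41184952 in fibrinogen replicates 1 to 3. In 26 rows the gene name had been turned into a date, and these rows were tested but never named.

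Because RPKM is not a count, the test was limma 3.58.1 (R 4.3.3) on log2(RPKM + 1), with a trended prior variance, for 14710 genes with at least 1 RPKM in at least 3 of the 6 libraries. Tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 changes are fibrinogen minus control on the log2(RPKM + 1) scale, which understates the change of low genes. With 3 libraries against 3, an exact permutation test of one gene cannot give a p under 0.1 and was not used. Of the tested genes, 35.1% had groups that did not overlap, where chance gives 10%.

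Before the data were examined, 30 gene lists were fixed from textbook knowledge, holding 571 genes of which 567 were in the table. Lists were tested with camera at a preset inter-gene correlation of 0.01, with the correlation estimated as an alternative, and with fry. The rule for named genes was fixed at the same time: the 6 transcripts the study names for OPCs; the 12 largest rises and 12 largest falls among called genes with groups that do not overlap and at least 2 RPKM in the higher group, without predicted gene models; up to 4 called members of each list by p, or the 2 most abundant members where none was called; the 5 most abundant genes; and Actb and Gapdh. A few microglia genes outside this rule were named after seeing the data. The alternatives were other pseudocounts, filters, scalings, prior variances, library weights and thresholds, the replicate number as a block, and leaving out each library in turn. Limma-voom on the recovered reads and a count over protein-coding genes alone were added after seeing the data.

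The fits were tested on simulated reads drawn from the means, totals and spread of these libraries with 200 changed genes. Limma on log2 RPKM recovered 27.1% of the genes changed by 1.5-fold, 68.8% of those changed by 2-fold and 95.8% of those changed by 3-fold, over 14694 tested genes. Of its calls, 9.9% were unchanged genes, more than the nominal 5% rate. With no gene changed it called 0 genes of 14706. Limma-voom on the same reads recovered 62.5% of the 1.5-fold changes, with 6.9% of its calls unchanged genes. Simulated genes were drawn independently, with a spread shared by genes of similar level and no shift common to a whole library. These rates may therefore not hold for the data. Libraries were compared for repeated sequencing of one library, and a chi-square of the reads over tested genes gave at least 12.6 per degree of freedom for every pair, more than counting noise. This does not show that they are separate samples. Each was counted as its own.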

Results

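The series measured gene expression by RNA sequencing in mouse libraries labelled OPC, without treatment and with fibrinogen. It asked which transcripts change when OPCs meet this blood protein, with attention to the bone morphogenetic protein (BMP) receptor Acvr1. There were 3 control and 3 fibrinogen libraries, with 36670999 to 44448983 reads assigned to genes in each. Between 14237 and 14839 genes per library reached 1 RPKM. The most abundant rows were the mitochondrial transcripts mt-Nd6, mt-Nd1 and mt-Nd4l, the predicted gene Gm10925 and Calm2, a calmodulin gene, at 5304.99 RPKM ± 488.47 (SD, n = 3) with fibrinogen and 4743.4 RPKM ± 704.45 in controls. None of these 5 passed the test. The reference genes Actb (log2 change -0.09, limma adjusted p = 0.444) and Gapdh (0.04, limma adjusted p = 0.856) did not pass it either, and the sign for Gapdh turned without control replicate 3 or fibrinogen replicate 1.

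Genes called between fibrinogen and control libraries included oligodendrocyte lineage, cholesterol synthesis, microglia and stress response transcripts. Of the gene lists 7 passed camera, and 0 did with an estimated correlation. In all, 863 genes rose and 826 fell among 14710 tested (limma, adjusted p under 0.05), and the remaining 13021 did not pass the test. The first principal component of the tested genes held 51.4% of the variance and separated the groups. The second held 22.6% and set control replicate 3 apart from the other controls. The count of called genes was 466, 693 and 2300 without control replicates 1, 2 and 3, and 494, 948 and 576 without fibrinogen replicates 1, 2 and 3. All 1689 called genes had the same sign in each of these fits. This was fixed in advance, since the groups did not overlap for any of the 1689, and adds no support.

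Of the 6 transcripts the study names for OPCs, the 5 tested did not pass, and Lef1 was below the filter. Acvr1, a BMP type I receptor (chromosome 2, 58388644 to 58567157, GRCm38), was at 4.56 RPKM ± 0.215 (SD, n = 3) with fibrinogen and 3.86 RPKM ± 0.285 in controls, higher in all 3 fibrinogen libraries than in any control. Its log2 change was 0.20 ± 0.08 (SE), with a limma adjusted p of 0.161 over all genes and 0.121 adjusted over these genes alone. It rested on 686 to 932 reads per library, and its adjusted p lay between 0.0586 and 0.377 over the alternatives. Lef1, a transcription factor of the Wnt pathway (chromosome 3, 131110471 to 131224356), stayed under the filter on low values, at 0.852 RPKM ± 0.118 in controls and 1.05 RPKM ± 0.0803 with fibrinogen. Tested without the filter, its log2 change was 0.15 (limma adjusted p = 0.496), and 0.31 with limma-voom on recovered reads (limma adjusted p = 0.206). The BMP target genes Id1 (log2 change -0.34, limma adjusted p = 0.167), Id2 (-0.09, limma adjusted p = 0.745) and Id3 (0.03, limma adjusted p = 0.937) did not pass the test. Id1 did with library weights (limma adjusted p = 0.0373). Mbp, the myelin basic protein gene (chromosome 18), was at 72.9 RPKM ± 17.4 with fibrinogen and 66.2 RPKM ± 16.5 in controls, a log2 change of 0.14 ± 0.23 (SE, limma adjusted p = 0.727). The signs for Mbp and Id3 turned without control replicate 3 or fibrinogen replicate 1 and with library weights, that for Id3 also without fibrinogen replicate 3, and that for Id2 without fibrinogen replicate 2.

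**Figure D1:**
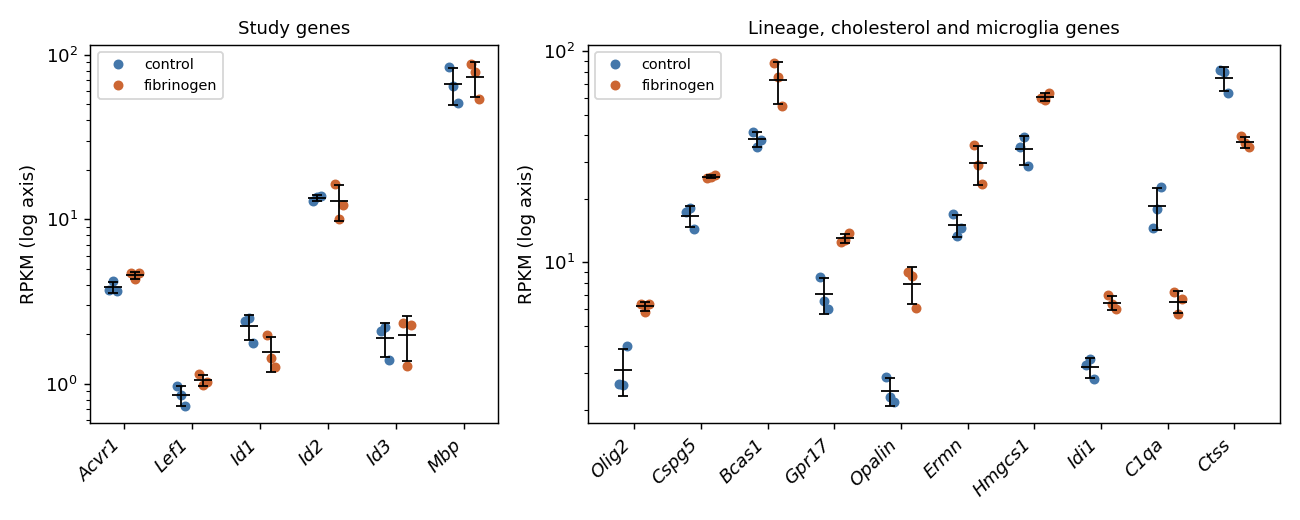
RPKM (log axis) of the study genes at left and of lineage, cholesterol and microglia genes at right, with a point per library, the group mean and the SD (n = 3). Control and fibrinogen libraries overlap for Mbp, Id2 and Id3, and lie apart for Olig2, Bcas1, Hmgcs1, C1qa and Ctss.

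Some genes of the oligodendrocyte lineage rose in fibrinogen libraries. Of 22 tested OPC markers 8 rose and 0 fell (9 and 0 adjusted over the list alone). Olig2, a lineage transcription factor, went from 3.10 RPKM ± 0.782 to 6.19 RPKM ± 0.313 (SD, n = 3; limma adjusted p = 0.0140), and Cspg5, Lims2 and Nkx2-2 rose by log2 changes of 0.59, 0.85 and 0.62. Pdgfra, the receptor that marks OPCs, was at 6.85 RPKM in controls and 6.29 RPKM with fibrinogen and did not pass the test. Of 22 tested genes of myelin and mature oligodendrocytes 7 rose and 0 fell (8 and 0 adjusted over the list alone), among them Opalin (log2 change 1.36), the galactolipid enzyme Ugt8a (0.95) and Ermn (0.92). Bcas1 and Gpr17, genes of committed precursors, rose by 0.88 and 0.81, as 2 of 11 tested members. By camera the OPC list (adjusted p = 4.22e-05) and the myelin list (adjusted p = 0.00141) passed, and the committed precursors did not (adjusted p = 0.0939). With an estimated correlation the adjusted p was 0.202 for OPC markers and 0.567 for myelin genes.

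Markers of other brain cells were measured in the same libraries. The 17 neuron genes had median levels of 61.8 to 69.4 RPKM per library, against 1.94 to 3.29 RPKM for the OPC list. One neuron gene, Stmn2, rose (log2 change 0.45) and 0 fell (camera adjusted p = 0.127). Among 18 astrocyte genes 3 rose and 6 fell, among them Aqp4, a water channel, with a log2 change of 0.66, and Agt (-1.91), Cbs (-0.88) and Gjb6 (-0.88). Of 18 tested microglia and macrophage genes 1 rose and 6 fell. Cx3cr1, a chemokine receptor of microglia, rose (log2 change 0.94, limma adjusted p = 0.00873), and Aif1, P2ry12 and Tmem119 were higher in all fibrinogen libraries than in any control but did not pass. The complement genes C1qa, C1qb and C1qc fell by 1.35, 1.09 and 1.27 on the log2 scale, and the protease gene Ctss went from 74.8 RPKM ± 9.83 to 37.2 RPKM ± 2.24 (SD, n = 3; limma adjusted p = 0.00454). By camera neither the microglia list (adjusted p = 0.0939) nor the astrocyte list (adjusted p = 0.535, direction down with a median just above 0) passed. Of 14 neural stem and radial glia genes Fabp7 (1.45) and Nes (0.66) rose and 0 fell (camera adjusted p = 0.0273, adjusted p = 0.567 with an estimated correlation). The pericyte gene Rgs5 (0.84), Vtn (0.77) and the endothelial receptor Tek (0.70) rose, and neither the fibroblast and pericyte list (camera adjusted p = 0.0939) nor the endothelial list (camera adjusted p = 0.833) passed. The 2 tested blood cell genes, Hbb-bs and Hba-a1, did not pass the test (camera adjusted p = 0.778).

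**Figure D2:**
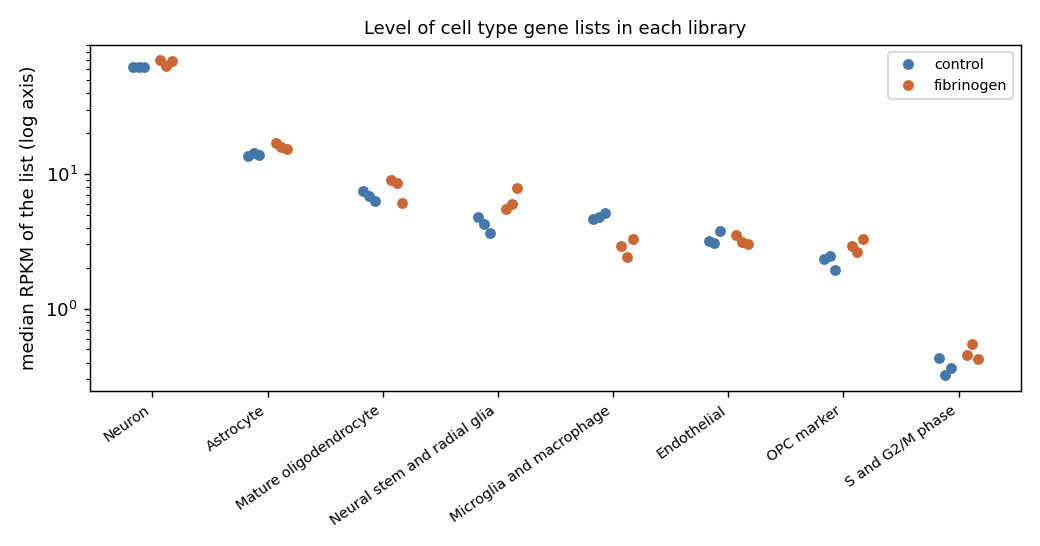
Median RPKM (log axis) of cell type gene lists and of S and G2/M phase genes, with a point per library in both groups. Neuron genes lie between 61.8 and 69.4 RPKM, OPC markers between 1.94 and 3.29 RPKM.

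Few genes of the BMP, TGF-beta and Notch pathways passed the test. Of all tested genes 11.5% passed, so in lists this small the counts are not read as a result about these pathways. Among 13 tested BMP receptors and Smads, Smad1, a signal transducer of BMP receptors, fell (log2 change -0.42, limma adjusted p = 0.0305, call lost in 7 of 18 alternatives) and 0 rose. Of 17 BMP target genes 9 were tested and 0 passed. Id4, the most abundant, had a log2 change of -0.47 and passed in 2 of 19 alternatives. Ctgf (-0.70) was the single gene called among 12 TGF-beta targets, and Hes1 (-0.60) among 8 Notch targets. Of 8 tested Wnt target genes 3 rose, the feedback inhibitor Nkd1 (0.82), Notum (0.72) and Apcdd1 (0.39), the last of which lost its call in 10 of 19 alternatives. None of the 11 tested fibrin receptors and plasminogen genes passed. Camera gave adjusted p values of 0.655 for BMP receptors and Smads, 0.747 for BMP targets, 0.747 for TGF-beta targets, 0.906 for Notch targets, 0.0939 for Wnt targets and 0.891 for fibrin receptors. The Notch list had a positive median and went down by camera, and the fibrin receptor list had a negative mean and went up. R3hdm1 (0.44) and Arpp21 (0.12), the host genes of miR-128, did not pass the test over all genes (camera adjusted p = 0.208). Adjusted over the list alone 1 rose, and R3hdm1 passed in 4 of 19 alternatives.

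Several cholesterol synthesis genes rose. Of 21 tested, 10 rose and 0 fell (17 and 1 adjusted over the list alone), with log2 changes of 0.83 for Idi1, 0.81 for Hmgcs1 and 0.66 for Srebf2, the transcription factor of the pathway (camera adjusted p = 1.43e-07, adjusted p = 0.432 with an estimated correlation). Among 21 glycolysis and hypoxia genes P4ha1 rose (0.38), and Ddit4 (-1.47), the glucose transporter Slc2a1 (-1.08) and Kdm3a (-0.72) fell. Of 21 genes of the ATF4 and unfolded protein responses 3 rose, the endoplasmic reticulum chaperones Calr (0.59), Hsp90b1 (0.39) and Creld2 (0.39), and Herpud1 fell (-0.34). Camera gave adjusted p = 0.0939 for the glycolysis list and 0.127 for the unfolded protein list.

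Some stress and early response genes fell. Among them Dusp1, Mt1, Mt2, Cdkn1a and Nfkbia, and Ddit4 above, are also in a list of glucocorticoid-induced genes written after the main comparison. Of 22 tested immediate early genes 5 fell and 1 rose, with log2 changes of -0.99 for Junb, -0.93 for Dusp5, -0.85 for Dusp1 and -0.61 for Fosl1. The median of the immediate early list was 5.42, 5.87 and 2.77 RPKM in control replicates 1 to 3. With fibrinogen it was 1.75, 1.84 and 2.29 RPKM, so control replicate 3 stood nearer to these than to the other controls. Among 14 oxidative stress and iron genes the metallothioneins Mt1 (-1.28) and Mt2 (-1.29) and the transferrin receptor Tfrc (-0.70) fell, and 0 rose. Of 15 p53 and apoptosis genes 6 fell and 1 rose, among the former Cdkn1a, a cell cycle inhibitor (-1.04), Fas (-1.04), Sesn1 (-0.82) and Gadd45a (-0.80). The 3 lists passed camera with adjusted p values of 0.0117, 0.00852 and 0.0273. With an estimated correlation the adjusted p was 0.567, 0.505 and 0.432. Of 7 tested cytokine and NF-kB genes Nfkbia, an inhibitor of NF-kB, fell (-1.33) and the chemokine gene Cxcl12 rose (1.24). Ifit3 (0.81) and Ifit3b (0.84) rose among 9 interferon response genes. Sdc4 fell (-0.91) and Mmp15 rose (0.68) among 17 matrix genes. Mcm7 fell (-0.43) among the 10 tested genes of 30 for S and G2/M phase. Camera adjusted p values were 0.298, 0.0939, 0.891 and 0.891 for these 4 lists, of which the matrix list went up by camera with a negative mean.

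**Figure D3:**
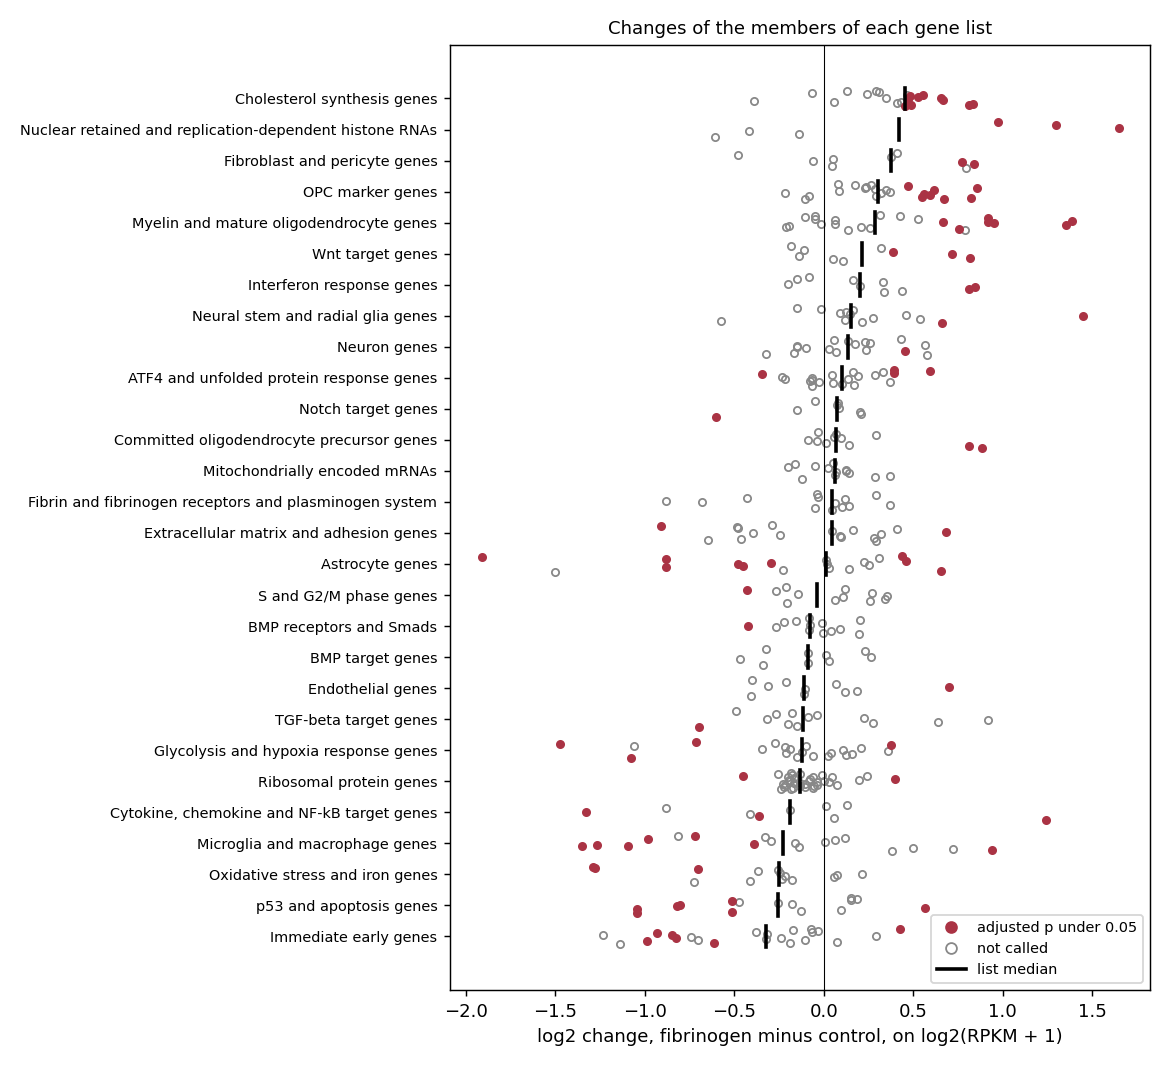
Log2 change, fibrinogen minus control, of each tested member of the gene lists with at least 5 tested members. Filled points are called genes (adjusted p under 0.05), open points are not called, and bars mark list medians, which lie at 0.46 for cholesterol synthesis and -0.32 for immediate early genes.

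Single transcripts with large changes included the muscle troponin gene Tnnc1, from 9.65 RPKM ± 2.54 to 37.0 RPKM ± 9.41 (SD, n = 3; limma adjusted p = 0.00622), and the tubulin gene Tubb2b, from 16.6 RPKM ± 0.769 to 56.2 RPKM ± 9.14 (limma adjusted p = 0.000913). Fkbp5, a glucocorticoid-induced chaperone (chromosome 17, 28399095 to 28517524), went from 27.2 RPKM ± 0.575 to 4.94 RPKM ± 0.629, a log2 change of -2.25 ± 0.09 (SE, limma adjusted p = 0.000168). Plin4 (-2.67), the neutrophil gene S100a9 (-2.64), the cold-induced Rbm3 (-2.13), Sult1a1 (-2.10), Maff (-2.10) and Ctla2a (-1.94) fell. Among rows that share sequence with other copies, Rps24-ps3 (3.38), Tmem181b-ps (2.95), Dynlt1b (1.82) and Fam205c (1.84) rose, and H2-Q2 (-2.40) and Rpl21-ps8 (-2.37) fell. Short or non-polyadenylated RNAs with changes were Rn7s1 (3.71), Rn7s2 (2.46), Rnu3a (3.71), Rn7sk (1.65), Mir6236 (2.62), Mir150 (1.76), Mir106b (-1.97) and Snord37 (-1.96), some with few reads. Rn7s1 went from 2.65 RPKM to 46.1 RPKM and Rnu3a from 0.0798 RPKM to 15.2 RPKM. The libraries were prepared for mRNA, and whether their preparation differed between the groups was not tested. Of 6 tested nuclear and histone RNAs 3 rose, among them Hist1h1c (1.30) and Hist1h2bc (0.97). Of 36 ribosomal protein genes Rps2 rose (0.40) and Rps14 fell (-0.45), and 0 of 13 mitochondrial mRNAs passed. Camera gave adjusted p = 0.0939 for nuclear RNAs, 0.0939 for ribosomal protein genes and 0.535 for mitochondrial mRNAs.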

Values the study reported

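The study reported 2019 upregulated and 1947 downregulated genes in OPCs treated with fibrinogen. It also reported 66 miRNAs with higher and 70 miRNAs with lower expression. Fibrinogen was given to the cultures at 2.5 mg/mL.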

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

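Limma-voom on recovered reads and the protein-coding count were chosen after seeing the data. The main counts were 1689 called, 863 higher and 826 lower. They were 935, 447 and 488 with no filter on low values, where more genes were tested, and 4041, 2007 and 2034 with array weights. A log2 change of at least 1 left 219, 90 and 129, and an adjusted p under 0.01 left 320, 134 and 186. With a mean of at least 5 RPKM, which tested fewer genes, 1052 genes were called, 468 of them lower, and 53 of the 107 named genes. Leaving out 1 library gave 466 to 2300 called, 216 to 1182 higher and 248 to 1118 lower. The number of gene lists past camera went from 7 to 11 with no filter and to 0 with an estimated correlation. Fry, which tests a list against no change, did not pass myelin (adjusted p = 0.149), immediate early (adjusted p = 0.197) or neural stem genes (adjusted p = 0.0788), which camera passed. It did pass microglia (adjusted p = 0.0238), astrocyte (adjusted p = 0.0238), unfolded protein (adjusted p = 0.0271) and Wnt target genes (adjusted p = 0.0320), and committed precursor, cytokine, glycolysis and nuclear RNA lists (adjusted p = 0.0359 each), which camera did not. Camera calls were lost in 5 of 20 alternatives for Neural stem and radial glia genes, in 3 each for Immediate early genes and p53 and apoptosis genes, and in 2 for Oxidative stress and iron genes, the estimated correlation among them. Calls were gained in 4 of 20 alternatives for Ribosomal protein genes (lowest adjusted p = 5.69e-05) and for Fibroblast and pericyte genes (lowest adjusted p = 0.000132), in 3 for microglia and for cytokine genes, in 2 for committed precursors, and in 1 each for Wnt target, interferon, glycolysis, unfolded protein, mitochondrial and nuclear RNA lists. Limma-voom called 2045 genes on the same genes, 1567 of them shared. With the replicate block, 600 genes were called, 284 higher and 316 lower. Same-numbered libraries did not deviate together (correlations 0.06, -0.24 and -0.07), and 0 of 6 correlated best with their own number, so the numbers were not taken as pairs.

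With array weights Id1 passed at -0.41 (1 study gene called), Id3 was at -0.037 and Mbp at -0.11; the cause was not tested. Beside Apcdd1 and Smad1, named genes that lost their call in 5 or more alternatives were Mir150, Herpud1, Mcm7, P4ha1, Rps2, Ctgf, Ctla2a, Hsp90b1, Mir106b, Mir6236, Rgs5, Stmn2, Bcas1, Creld2, Mt2 and Tek. Over the fits that leave out 1 library, log2 changes ranged from -0.26 to 0.062 for Id2, -0.10 to 0.21 for Id3, -0.035 to 0.34 for Mbp, -0.052 to 0.11 for Gapdh, -0.12 to 0.25 for Hba-a1, -0.21 to 0.022 for mt-Nd1 and -0.11 to 0.090 for Gm10925. Gm10925 was at 0.0028 with median-of-ratios and 0.0052 with upper-quartile scaling, and Hba-a1 at -0.00024 with limma-voom at 10 reads or more.

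The direction of lists that camera did not call also turned. Their adjusted p was 0.507 for blood cell, 0.429 for S and G2/M and 0.557 for the list Fibrin and fibrinogen receptors and plasminogen system (fibrin receptor genes) with no filter; 0.639 for BMP receptors and for S and G2/M genes and 0.272 for matrix genes at a mean of 5 RPKM; 0.621 for mitochondrial mRNAs with quantile normalization; 0.836 for Endothelial genes and 0.730 for Blood cell genes with array weights; 0.991 for Notch target genes, matrix and fibrin receptor genes with the replicate block; and 0.736 for blood cell, 0.421 for S and G2/M and 0.792 for fibrin receptor genes with limma-voom at 10 reads or more. Without 1 library, the adjusted p ranged from 0.256 to 0.994 for BMP targets, 0.276 to 0.941 for TGF-beta targets, 0.674 to 0.929 for Notch target genes, 0.531 to 0.988 for endothelial, 0.431 to 0.923 for blood cell, 0.674 to 0.999 for S and G2/M, 0.801 to 0.988 for matrix and 0.664 to 0.929 for fibrin receptor genes, and 0.0243 to 0.716 for mitochondrial mRNAs, the lowest without fibrinogen replicate 3. In simulated libraries of this depth 27.1% of 1.5-fold changes were recovered, and 62.5% with limma-voom, so the main test often missed small changes there. Far fewer genes were changed in the simulation than were called in the data, and recovery at a set adjusted p depends on that share. How often the main test missed small changes in the data was therefore not measured.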

Other observations

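The tests of neuron levels, of single libraries, of astrocytes, of gene families and of other splits were chosen after the results were seen. The tests of glucocorticoid genes not yet looked at, of heat shock genes and of miR-128-3p sites were written before theirs. For the first 2 of these the bound written beforehand was on the unadjusted camera p, which both met. The adjustment over the 10 added lists and the need to pass with an estimated correlation were set after the results were seen. All gene lists named below other than the neuron, OPC and astrocyte lists were written after the main comparison.

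Genes that glucocorticoid hormones induce were lower in fibrinogen libraries. Beside Fkbp5, Sgk1 (10.4 to 3.39 RPKM), Per1 (11.4 to 5.55 RPKM), Zbtb16 (15.3 to 8.21 RPKM) and Klf9 (44.3 to 26.7 RPKM) fell. Of 17 clock genes 5 fell and 1 rose (camera adjusted p = 0.0141, adjusted p = 0.142 with an estimated correlation), with Cry2 at -0.71 and Dbp at 0.51, and Nr1d1 (0.04) and Clock (-0.04) did not pass. Striatal (camera adjusted p = 0.779) and cortical excitatory neuron genes (camera adjusted p = 0.779) did not pass as lists. The median of the striatal list was 3.59, 8.33 and 2.01 RPKM in control replicates 1 to 3. With fibrinogen it was 4.02, 4.23 and 2.53 RPKM. Striatal levels thus varied widely among the controls, and the cause was not tested. Of 10 neutrophil genes 2 were tested, and S100a9 and Ngp fell. In all 6 libraries Xist stood at 29.8 to 36.3 RPKM and Ddx3y was listed at 0.

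A lower glucocorticoid signal may account for part of these falls. A first list, which shares 7 genes with the fixed lists, was made from values already seen, so the fall of its 20 tested genes does not bear on this. A second list of 16 such genes, not looked at before, held 15 tested genes, of which 6 fell and Rgcc rose (median log2 change -0.55, camera adjusted p = 3.39e-06, adjusted p = 0.0335 with an estimated correlation). A single unusual control library was weighed as another cause. Of the 6 genes of the second list that fell, 2 stayed called without control replicate 1, 4 without replicate 2 and 5 without replicate 3. These lost calls cannot decide, since each fit had fewer libraries. The median level of the 16 genes of the second list was 3.543, 3.922 and 4.379 RPKM in control replicates 1 to 3. With fibrinogen it was 2.442, 2.117 and 2.503 RPKM. Every control lay above every fibrinogen library, which argues against a single unusual control library for the median of this list. Fewer astrocytes cannot be told apart from a lower glucocorticoid signal. The astrocyte list, whose genes went both ways, had a median log2 change of 0.0143 (95% bootstrap interval -0.464 to 0.237). That interval overlaps the one of the second list (-0.796 to -0.447), and both resample genes, not libraries. The median level of the astrocyte list was 13.7, 14.2 and 13.7 RPKM in controls and 16.9, 15.9 and 15.3 RPKM with fibrinogen, but 6 of its 18 genes fell and 3 rose. Whether fibrinogen, culture medium or handling of the animals lowered the signal stays open.

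The cold-induced genes Rbm3 and Cirbp fell, which suggested a warmer tissue or culture. Of 16 heat shock genes not looked at before, 3 rose (Chordc1, Hspa4 and Hspa4l) and 0 fell, with a median log2 change of 0.22 (camera adjusted p = 0.00155). With an estimated correlation the adjusted p was 0.233, so a warmer tissue or culture cannot be told apart from other causes, and the answer turns on the correlation assumed between the genes of the list.

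The libraries labelled OPC held high levels of neuron transcripts, such as Snap25 (644.0 RPKM in controls), Nefm (308.2 RPKM) and Syt1 (167.8 RPKM). The median of the neuron list was at least 20.8 times that of the OPC list in each library, which is consistent with RNA of neurons in the samples. Single genes lifted by reads shared between paralogs do not account for the median, since 14 of 17 neuron genes reached 10 RPKM. This count follows from the high median and is no separate test. Shared reads over many of the genes were not tested. The labels give the tissue as brain, the study describes cultures enriched by shaking, and no sort of the sequenced cells is given in the sources used here. Genes of cortical excitatory neurons had list medians of 9.66 to 12.7 RPKM per library. Among them Camk2a was at 556.4 RPKM and Slc17a7 at 73.0 RPKM in controls. How many of these genes OPCs in culture express was not tested. Changes in these libraries therefore cannot be assigned to OPCs alone.

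Of 22 tested homologues in 2 regions of chromosomes 4 and 17, 16 rose and 0 fell. They include Tmem181b-ps, Dynlt1b and Fam205c, already seen among the largest rises, so this count is no separate test. Some passed the filter only through the fibrinogen libraries, such as Gm3893 at 0, 0 and 0.515 RPKM in controls. Such genes could hardly have been called lower. Reads moved among the listed copies do not account for the rises. Summed reads of the Tmem181, Dynlt1, Fam205, Ccl27 and Il11ra families rose by at least 1.74-fold with no overlap between the groups. So did those of all 16 homologues on chromosome 4. Copies outside the list were not summed, and the treatment of reads that map to several places is not known. A difference in mapping between the groups is therefore not excluded. A copy-number or strain difference between the animals may be a cause. At 3 homologues, all on chromosome 4, control replicate 3 reached the level of a fibrinogen library. At Gm13306, not one of these 3, it stayed below the fibrinogen libraries at 1.59 RPKM, against 0 and 0.0705 RPKM in the other controls. A difference that varies between animals would leave such a library and one fixed between the groups would not, none was seen on chromosome 17, and this library also stood apart over all genes, so a copy-number or strain difference cannot be told apart from an effect of treatment.

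Release of miR-128-3p targets was tested through the seed match CACTGTG in 3' UTRs. Over 10964 genes, the 3352 with a match shifted by -0.0047 on the log2 scale relative to the others, at the 42nd percentile of 200 shuffled matches, which gives no sign of release.

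With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split called 1689 genes, 1 of 10 splits with as many, and the highest of the others called 0.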
